# DNA G-Quadruplexes Contribute to CTCF Recruitment

**DOI:** 10.3390/ijms22137090

**Published:** 2021-06-30

**Authors:** Polina Tikhonova, Iulia Pavlova, Ekaterina Isaakova, Vladimir Tsvetkov, Alexandra Bogomazova, Tatjana Vedekhina, Artem V. Luzhin, Rinat Sultanov, Vjacheslav Severov, Ksenia Klimina, Omar L. Kantidze, Galina Pozmogova, Maria Lagarkova, Anna Varizhuk

**Keywords:** G-quadruplex, chromatin remodeling, CpG methylation, CTCF, HMG proteins

## Abstract

G-quadruplex (G4) sites in the human genome frequently colocalize with CCCTC-binding factor (CTCF)-bound sites in CpG islands (CGIs). We aimed to clarify the role of G4s in CTCF positioning. Molecular modeling data suggested direct interactions, so we performed in vitro binding assays with quadruplex-forming sequences from CGIs in the human genome. G4s bound CTCF with Kd values similar to that of the control duplex, while respective i-motifs exhibited no affinity for CTCF. Using ChIP-qPCR assays, we showed that G4-stabilizing ligands enhance CTCF occupancy at a G4-prone site in STAT3 gene. In view of the reportedly increased CTCF affinity for hypomethylated DNA, we next questioned whether G4s also facilitate CTCF recruitment to CGIs via protecting CpG sites from methylation. Bioinformatics analysis of previously published data argued against such a possibility. Finally, we questioned whether G4s facilitate CTCF recruitment by affecting chromatin structure. We showed that three architectural chromatin proteins of the high mobility group colocalize with G4s in the genome and recognize parallel-stranded or mixed-topology G4s in vitro. One of such proteins, HMGN3, contributes to the association between G4s and CTCF according to our bioinformatics analysis. These findings support both direct and indirect roles of G4s in CTCF recruitment.

## 1. Introduction

The guanine quadruplex (G4) structures play a role in DNA replication, transcription, recombination, and DNA repair [1]. G4s may also contribute to epigenetic regulation [2,3] by shaping the DNA methylome [4] and by promoting Yin Yang 1-mediated [5] or CCCTC-binding factor (CTCF)-mediated [6] chromatin looping. G4-chromatin immunoprecipitation sequencing (G4-ChIP-seq) peaks show statistically significant colocalization with CTCF-bound sites [6]. However, the role of G4s in CTCF recruitment has not been explained so far.

Similarly to other zinc-finger (ZF) transcription factors, CTCF binds DNA in a sequence-specific manner, but its cognate sites are rather diverse [7]. A motif that best distinguishes CTCF binding sites from their flanking regions is a 20-mer with a 14bp core CCGCGNGGNGGCAG [8]. A different consensus motif, NCANNAG(G/A)NGGC(G/A)(C/G)(T/C), has been revealed by chromatin immunoprecipitation with exonuclease digestion [9]. It is enriched in most CTCF ChIP-seq peaks and partially matches the five-triplet sequence predicted based on the DNA binding specificity of CTCF ZF3-7 (CCAGCAGGGGGCGCT) [10]. None of these sequences match the consensus G4 motif G_3+_NG_3+_NG_3+_NG_3+_, but all of them are G-rich and may overlap G4-prone sites. To clarify whether G4s can be recognized by CTCF, in vitro binding assays are needed.

CTCF sensitivity to DNA methylation is an open question. Hypomethylation was initially shown to promote CTCF binding [11]; but subsequent whole-genome analyses argued against this possibility [12]. Within CTCF binding motifs, methylation effects on the binding efficiency can be negative or positive depending on the position of the methylated CpG [10]. Interestingly, CTCF is frequently recruited to CpG islands (CGIs) [13], which are typically hypomethylated. Within CGIs CTCF binding is mostly invariant and predetermined by sequence [14]. G4s are enriched in CGIs and facilitate their hypomethylation maintenance [4]; thus, they may explain the CGI-CTCF link. This assumption could be verified using bioinformatic approaches.

Methylation is not the only epigenetic factor at play in CTCF positioning. Moderate nucleosome density and regular nucleosome positioning [15,16] are required for CTCF to access to its cognate sites in linker (internucleosomal) DNA. The relation between chromatin compactness and CTCF has not been analyzed thoroughly so far. It is reasonable to assume that internucleosome contacts would hamper CTCF binding to linker DNA similarly to irregular nucleosome positioning and high nucleosome density. Importantly, nucleosome arrangement is controlled by CpG methylation-sensitive histone modifiers and other chromatin remodelers [15,16]. CTCF is also a chromatin remodeler, capable of nucleosome repositioning [17]. Thus, CTCF recruitment to DNA is regulated via several interlinked pathways (Figure 1), and G4s may contribute to each of them. G4s affect methylation via sequestering DNA methyltransferase DNMT1 from its target sites [4] and may promote chromatin remodeling due to their affinity for architectural chromatin proteins and modifiers, including polycomb related complex 2 subunits [18,19].

This study was designed to partially verify the links between G4s, CGIs, chromatin compactness and CTCF recruitment. First, we used ChIP-seq, in silico modeling and in vitro binding assays to test CTCF affinity for G4s. Next, we analyzed previously reported ChIP-seq and bisulfite sequencing data to determine whether G4s account for CTCF recruitment to CGIs and whether DNMT1 plays a substantial role. Finally, to determine whether G4s affect accessibility of CTCF binding sites in internucleosomal DNA, we explored G4 interactions with linker histone analogs and other architectural chromatin proteins.

## 2. Results

### 2.1. G4s Colocalize with CTCF-Bound Sites in the Genome and Interact with CTCF In Vitro

CTCF is presumed to be incapable of recognizing G4s [2]. However, evidence against such interactions is limited. In exon 1 of the human telomerase reverse transcriptase (hTERT) gene, G4 formation disrupts CTCF binding, resulting in transcriptional repression [20]. Notably, the CTCF binding site in the hTERT gene is unusual in that it adopts either a hairpin or a G4 structure in vitro depending on the CpG methylation status. The G4/hairpin competition may be an hTERT-specific case rather than a representative example. To get a broader picture, we analyzed genome-wide CTCF occupancy under G4-favoring conditions. 

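K562 is an established human leukaemia cell line, and pyridostatin is a small molecule that binds folded G4s. Chromatin immunoprecipitation was followed by sequencing of the recovered DNA (ChIP-seq), so that sites occupied by CTCF appear as peaks over an immunoprecipitation with nonspecific IgG. The 7 samples comprised 2 CTCF samples and 1 IgG sample of control cells, and 2 CTCF and 2 IgG samples of cells treated with 10 μM PDS for 24 h. Fig. 2A also shows an IgG replicate 2 of control cells, which is not among these samples, and whether the control folds are relative to it as well is not known from the lists. The sample labels describe single-end reads of 50 bp from a HiSeq 1500, whereas the methods describe paired-end libraries run on a HiSeq 2500 with a kit of 200 cycles. The authors aligned the reads to hg19, removed duplicates and reads of low mapping quality, and called peaks with PePr once per condition on both replicates over IgG. The deposited data used here are the resulting 2 peak lists, with the position, score, fold enrichment over IgG and p-value that the authors obtained for each peak. They hold no read counts, so the depth of each sample is unknown, and no value per replicate, so no SD can be given. The list of control cells held 33094 peaks and that of PDS-treated cells 32917 peaks. Positions and widths were multiples of 60 bp in the control list and of 50 bp in the PDS list, and the narrowest peak was 120 bp and 100 bp wide, respectively. The largest p-value was 1.00e-05 in both lists, whereas the methods state a cutoff of 0.05. The methods also state a sliding window of 100 bp, which equals the narrowest peak of the PDS list but not of the control list. The median fold enrichment was 26.5 in the control list and 16.7 in the PDS list. Each fold is relative to the IgG samples of its own condition, so their levels were not compared between the lists, and folds served here to describe and rank peaks within a list and to correlate folds and compare ranks across shared peaks. The lists were compared by position with Bedtools, and G4 motifs were searched in the GRCh37 (hg19) sequence. Overlaps depend on the minimum overlap, on peak width and on the stringency of the lists, and each of these was varied. Intervals given for shares cover counting error only, because peaks are not replicates.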

For that, we treated K562 cells with a G4 stabilizer pyridostatin (PDS) [21] at a concentration of 10 μM for 24 h and performed ChIP-seq experiments.

The resulting CTCF occupancy profile was similar to that obtained for non-treated (control) cells (Figure 2A,B). Both profiles agreed with the previously reported ChIP-seq data (Figure 2C) [6]. 

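Of the 32917 peaks of PDS-treated cells, 25886 (78.6%, Wilson 95% confidence interval 78.2 to 79.1%) overlapped a peak of control cells by at least 1 bp. Conversely, 25820 of the 33094 control peaks (78.0%, interval 77.6 to 78.5%) overlapped a peak of PDS-treated cells. Intervals of the same widths placed at random within their chromosomes overlapped the other list in 1.12% of cases for PDS peaks and 1.10% for control peaks, on average over 100 placements, and no placement exceeded 1.31%. This left 7031 peaks in the PDS list and 7274 in the control list without a counterpart. The shares moved most when peak centres had to lie within 100 bp of each other, to 59.9% for the PDS list and 59.6% for the control list.

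**Figure D1:**
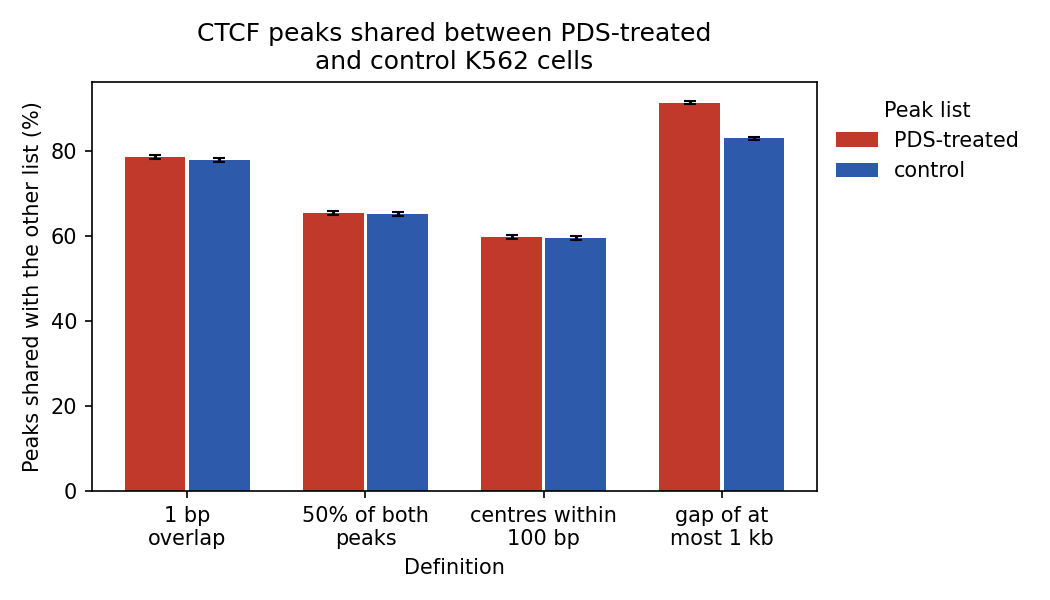
Share of CTCF peaks of each list that is shared with the other list (y axis, percent) under 4 definitions of a shared peak (x axis), for PDS-treated cells (red) and control cells (blue). Bars give the share and error bars its Wilson 95% confidence interval. The 2 lists lie within 1 percentage point of each other except with a gap of at most 1 kb, where 91.5% of PDS peaks and 83.1% of control peaks are shared.

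The relative distance was computed for 32882 PDS peaks, and it was below 0.02 for 73.3% of them (interval 72.8 to 73.8%) and below 0.05 for 81.5% (81.1 to 81.9%). Random placement gave 3.99% and 10.0%, respectively. At the 24633 peaks that overlapped exactly one peak of the other list, and the reverse, the authors' fold enrichments in the 2 lists correlated across peaks with Spearman's rho of 0.42 (bootstrap 95% interval 0.41 to 0.43) and Pearson's r of 0.48. Peaks are not independent replicates, and no p-value was computed. The correlation between whole ChIP-seq profiles was not analysed here. Peak width had a median of 300 bp (quartiles 150 and 600 bp) in the PDS list and 360 bp (quartiles 180 and 600 bp) in the control list, and each list covered 13.9 Mb. Among the one-to-one peaks, the PDS peak was wider in 49.6% and the control peak in 46.9%. From the correlation between the data sets and the relative distances, the paper states that the profile of PDS-treated cells resembled that of control cells.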

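A G4 motif was taken as 4 runs of 3 or more G separated by loops of 1 to 7 nt, on either strand. The genome sequence held 381522 such motifs. Of the 32916 PDS peaks on sequences of the reference, 5637 (17.1%, Wilson 95% confidence interval 16.7 to 17.5%) overlapped a G4 motif, and 9766 (29.7%, interval 29.2 to 30.2%) had one within 1 kb but no overlap. The other 17513 (53.2%, interval 52.7 to 53.7%) had no motif within 1 kb. In control cells, 5291 of 33093 peaks (16.0%, interval 15.6 to 16.4%) overlapped a motif, 9221 (27.9%, interval 27.4 to 28.3%) were flanked by one, and 18581 (56.1%, interval 55.6 to 56.7%) had none. Intervals of the same widths placed at random outside unsequenced regions overlapped a motif in 5.46% of cases for the PDS list (range over 100 placements 5.20 to 5.75%) and in 5.39% for the control list (5.05 to 5.73%). The odds ratio of overlap with a motif was 5.55 for PDS peaks and 5.09 for control peaks by the Fisher test of Bedtools over the genome, and 3.58 and 3.34 against random placement. Neither expectation was matched for GC content. Shared peaks of both lists had a median GC content of 54% in their central 200 bp, against 38.2 to 48.4% over whole chromosomes. These odds ratios therefore do not separate G4 motifs from GC-rich sequence. The shares depended on the motif: they moved most with runs of 2 or more G, to 82.7% of PDS peaks and 77.0% of control peaks. The G4-seq and BG4 peaks come from other studies and were not used here.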

CTCF peaks frequently colocalized with or were flanked by G4 motifs, G4-seq-peaks, and C4-ChIP-seq (BG4) peaks (Figure 2D–F). Importantly, CTCF-bound sites in PDS-treated cells intersected with G4-seq peaks more frequently than in non-treated cells, although colocalization was significant in both cases (Fisher exact test OR = 3.6, *p*-value < 1 × 10^−300^ and OR = 3.2, *p*-value < 1 × 10^−300^ for PDS-treated and control cells, respectively). In contrast, BG4 peaks were clearly enriched in CTCF-bound sites irrespectively of PDS (Figure 2D).

We next questioned whether prolonged incubation with an excess of G4-stabilizing ligands would enhance CTCF occupancy at G4 sites. For that, we treated K562 cells with 20 μM PDS for 48 h. Phen-DC3, a more potent G4 stabilizer than PDS [22], was tested in parallel at a concentration of 8 μM. Both PDS and Phen-DC3 are presumed to be pan-quadruplex stabilizers [22,23]. However, their effects on conformationally polymorphic G4-prone sites, such as MYC NHE [24], require further investigation. Changes in CTCF occupancy at a G4-prone site (STAT3), G4 clusters colocalized with (BG4) peaks (MYC and VEGFA), and non-G4 sites (USP24 and VPS4A) were evaluated using ChiP-qPCR (the sites are marked with black arrows in Figure 3A; see Table S1 for primer sequences). The ligands increased CTCF occupancy at the G4-prone site, had minor effects on the BG4-positive sites, and did not affect the non-G4 sites (Figure 3B). These data argued against the common assumption that G4 folding attenuates CTCF binding [2], which prompted us to further explore the possibility of G4-CTCF complexes.

We first investigated direct CTCF-G4 interactions in silico. The well-characterized G4 from MYC NHE, previously referred to as Pu27 G4 [25], was selected as a model structure. Docking of MYC-G4 to CTCF yielded a complex that was similar to a previously reported CTCF-duplex complex [10] (Figure 4A). The G4 fit between CTCF ZF4–ZF7, which ‘embraced’ the G/C-rich B-DNA in reported crystal structures [10], and contacted the protein surface with maximal electrostatic potential. Additional details on the best binding energy conformation of MYC-G4-CTCF and H-bonding in the complex can be found in Figure S1. Briefly, modeling data supported G4 recognition by CTCF.

To verify affinity for CTCF in vitro, we picked three sequences predicted to form stable G4s (red arrows in Figure 3A; Table S2) from MYC, BDNF, and SHANK1 and performed microscale thermophoresis (MST)-based binding assays with fluorophore-labeled CTCF. Respective i-motifs (Table S2) were tested in parallel with the G4s, and the consensus CTCF-binding duplex with a core sequence predicted based on the CTCF ZF3-7 specificity [10] was used as a positive control. Secondary structures of all G4 and i-motif oligonucleotides (ODNs) were confirmed by the characteristic circular dichroism (CD) signatures, i.e., peaks at 265/295 and 288 nm, respectively (Figure 4B). All G4s bound CTCF rather efficiently, with Kd values of 140 ± 60 nM (MYC), 120 ± 30 nM (BDN), and 70 ± 30 nM (SHA). Their affinity was comparable to that of a control duplex (Kd = 80 ± 10 nM), while i-motifs showed no binding (Figure 4C).

This finding agrees with G4 and i-motif distribution in the genome relative to CTCF-bound sites (Figure 4D). Approximately 47% of G4 motifs found within BG4 peaks and only 8% of i-motifs predicted to withstand physiologic conditions [26] colocalized with CTCF-bound sites in K562 cells. We conclude that G4s form complexes with CTCF *in vitro* and are associated with CTCF in the genome.

### 2.2. G4s Account for CTCF Occupancy in CGIs Irrespectively of DNMT1 Inhibition

CTCF binding is CpG methylation-dependent [10] and frequently observed in CGIs [6]. The maintenance of CGI hypomethylation is attributed to DNMT1 inhibition by G4s [4]. Therefore, G4s appear to facilitate CTCF binding to CGI via the DNMT1-dependent mechanism (Figure 5A). We performed statistical analysis of the available data to verify this hypothesis.

Predominant localization of G4s in CGIs, CGI hypomethylation, and partial but significant colocalization between G4s and DNMT1-bound sites have been previously demonstrated [4]. In the K562 cell line, 77% of G4 sites identified by G4-ChIP-seq using the BG4 antibody (representing high-confidence BG4 peaks) overlapped with CGIs, and half intersected with DNMT1-bound sites (Figure 5A, Venn diagram). We investigated distribution of these sites relative to CTCF ChIP-seq peaks and then used X^2^ statistics to elucidate whether G4s account for CTCF binding in CGIs.

The frequency of colocalization with CTCF peaks was similar for BG4 peaks inside (63%, 4333/6882) and those outside (62%, 1277/2073) CGIs. On the other hand, BG4-harboring and BG4-lacking CGIs showed markedly different distributions. In most cases (62%, 13249/21399) the latter were CTCF-free, while 9% (1962/21399) flanked and 29% (6188/21399) overlapped with CTCF peaks. In contrast, most BG4-harboring CGIs (72%, 4562/6319) overlapped with CTCF peaks, while 7% (439/6319) flanked CTCF peaks and 21% (1318/6319) were CTCF-free. To summarize, G4s colocalized with CTCF-bound sites irrespectively of CGI presence, while CGIs colocalized with CTCF if they contained G4s (Figure 5B). These results indicate that G4s significantly contribute to the association between CGIs and CTCF (X^2^[1, N = 27,718] = 3848.5, *p* < 0.01) but not vice versa.

We next assessed the contribution of DNMT1. Overlap with CTCF peaks was observed for 62% (858/1385) of DNMT1-lacking BG4-harboring CGIs and 75% (3704/4934) of DNMT1- and BG4-harboring CGIs. Analogously, DNMT1-harboring BG4 peaks within CGIs overlapped CTCF peaks at a slightly higher frequency (68%, 2305/3400) than those lacking DNMT1 (58%, 2028/3482). To summarize, DNMT1-bound sites colocalized with CTCF-bound sites only slightly more frequently than DNMT1-free sites (Figure 5B). This result argues against the decisive role of DNMT1 in CTCF recruitment to CGIs.

Finally, to clarify the role of CpG methylation, we compared methylation levels within CTCF-bound sites, CGIs, and G4 sites in K562 cells using available whole-genome bisulfite sequencing data (Figure 5C). The source data for Figure 5C are provided in Supplementary Archive S1. Methylation level increased in the order CTCF < CGI < BG4 (median: ~10%, 15%, and 30%, respectively).

The total average BG4 peak methylation level and those of BG4 peak-overlapping fragments of CTCF and CGI were similar (median: 30%). Although both CGIs and CTCF peaks were hypomethylated, methylation was enhanced at their intersections (mostly BG4-harboring; median: 21%). To summarize, CTCF-bound sites and G4s have slightly higher methylation levels than CGIs in general. These results argue against the decisive role of hypomethylation maintenance in CTCF recruitment to CGIs and supports the role of local methylation.

### 2.3. G4s May Recruit HMG Proteins That Prevent Chromatin Condensation and CTCF Aggregation

Apart from sequence and methylation, CTCF recruitment depends on nucleosome arrangement [15,16]. We searched for nucleosome regulators among known G4 binders [18,19] and analyzed a group of chromatin architecture-modifying non-histone proteins with intrinsic affinity for bent DNA [27]—high mobility group (HMG) proteins—in a previously reported G4-interactome dataset [19].

We ranked the proteins based on their scores in the reported microarray-based assay with model G4s [19] and picked three hits(HMGN3, HMGN1, and HMGB2) for further analysis (Figure 6A). HMGN1 and HMGN3 are linker histone analogs. They bind to nucleosomal DNA and prevent internucleosome contacts [27,28] to facilitate chromatin decondensation, which renders linker DNA accessible to CTCF. HMGN3 also facilitates chromatin decondensation by recruiting histone acetyltransferases to nearby nucleosomes [29]. HMGB2 typically binds to linker DNA at a nucleosome entry point and acts as a CTCF insulator to prevent its abnormal aggregation [30].

To verify the association between the HMG proteins and G4s in the human genome, we examined available ChIP-seq data for HMGN3 (K562 cells), HMGN1 (CD4+ T cells), and HMGB2 (IMR90 cells). Average G4-seq coverage of protein-bound sites with flanks (±200 bp to account for the nearest nucleosome) was approximately 22%, 5%, and 4% for HMGN3, HMGN1, and HMGB2, respectively. These values were substantially higher than the average whole-genome G4-seq coverage (1.8%), indicating that G4s are enriched in HMG protein-bound sites. For HMGN3, frequent colocalization with G4s became even more apparent when we switched from G4-seq to BG4 peaks in K562 cells (Figure 6B): 77% of the 8940 BG4s overlapped with HMGN3 peaks and an additional 5% flanked HMGN3 peaks (±200 bp).

HMGB2 showed the least pronounced association with G4s, supposedly because it interacts non-specifically with any DNA kinks [30], and the resulting ‘noise signal’ partially overshadows specific binding. We assumed non-specific interactions to be minimal at low protein concentrations and analyzed senescent cells (IMR90p28) characterized by low HMGB2 expression levels [31]. G4-seq coverage of HMGB2-bound sites ± 200 bp in these cells (~11%) was almost 3-fold higher than in actively proliferating (IMR90p10) cells (4%), and 7-fold higher than in the whole genome (1.8%). This result suggests that HMGB2 tends to bind G4 sites in the first place.

To assess the significance of the association between G4s and HMG proteins, we first used X^2^ statistics. The observed G4-protein peak intersection frequencies exceeded those predicted by chance (*p* < 0.005), with the X^2^ statistic decreasing in the order HMGN3 >> HMGB2 (IMR90p10) > HMGN1 (Figure S2). Next, we performed permutation-based testing with Monte Carlo simulations. A comparison of randomized site intersections and real ones confirmed a non-random distribution in all cases (*p* < 0.001; Figure 6C). Finally, we repeated the permutation-based testing with additional filters applied to the input datasets to ensure that the results were qualitatively independent of the peak-calling procedure (Text box S1).

Given that G4s are associated with active transcription [32] and HMG proteins promote chromatin decondensation [27,28], it is possible that the whole-genome analysis of their relative distributions was biased. We therefore repeated the above experiments using available ATAC-seq data and focusing exclusively on open chromatin regions (Tables S3 and S4, Supplementary Archive S2, and Figure S3). In all cases, the comparison of randomized site intersections with real ones confirmed a non-random distribution (*p* < 0.00001), demonstrating that HMG proteins tend to bind G4 sites both at the whole-genome level and in open chromatin.

### 2.4. G4s Interact with HMG Proteins and Are Enriched in HMGN3- and CTCF-Bound Sites

The previously reported protoarray assay [19] allowed only semi-quantitative characterization of G4-protein binding; moreover, it was performed with random (model) G4s. We aimed to quantitatively characterize HMG protein binding with representative G4s from the protein occupancy sites and evaluate the binding selectivity. To identify representative G4s, we searched for enriched sequence motifs within HMGN3, HMGB2, and HMGN1-bound sites (Figure S4). In the case of HMGN3, motifs found in both G4-seq peak-intersecting and peak non-intersecting sites included G4-prone sequences or their complements and oligo-T/oligo-A–containing sequences. In the case of HMGB2, we found few motifs, so we also searched for specific sequence patterns in protein peak-intersecting G4 motifs in proliferating and senescent cells using scripts that were developed in-house (Figure S5). For HMGN1, the set of G4-seq peak non-intersecting sites was very large, so we analyzed only G4-seq peak-intersecting sites. The identified motifs included G/C- and A/T-rich and mixed sequences.

Several motif-matching ODNs (Tables S5–S7) were obtained for each protein and analyzed by CD spectroscopy (Figures S6–S8). The ODN sets included duplexes and G4s of various topologies, which enabled preliminary verification of HMG specificity for particular types of secondary structure. In the genomic context, all G4s are presumed to be intramolecular. As such, G4 ODNs that tended to form intermolecular structures (aggregates confirmed by PAGE) were excluded from further analysis (Figures S6–S8). The CD data showed that most G4s had parallel or mixed topologies. We therefore obtained additional ODNs that reportedly adopt antiparallel-stranded quadruplex structures [22CTA [33], HRAS [34], and htel21T18 [35]. Each HMG protein was also tested for binding with non-structured ssDNA (A20 and T20), the model hairpin ds26 [36], and parallel G4 from the microarray assay [19] (positive control). That control G4 has been referred to as G4-2 [19] and CT1 [37] in previous works.

ODN interactions with HMG proteins were analyzed by MST; binding curves and Kd values are shown in Figure 7A and Table 1. Parallel and hybrid G4s bound with HMG proteins in the high nanomolar/low micromolar concentration range. In contrast, antiparallel G4s, motif-matching duplexes, hairpins, and non-structured ODNs showed low or no affinity for HMG proteins. These results explain the partial colocalization of the protein occupancy sites with G4-seq peaks. To summarize, we showed that parallel-stranded and mixed-topology G4s bind with the HMG proteins in vitro and may recruit them in the genome.

To verify whether HMG protein recruitment to G4 sites contributes to CTCF binding, we compared relative distributions of HMG and CTCF ChIP-seq peaks. Overall, there was low to moderate colocalization: CTCF peaks overlapped with 53% of HMGN3 peaks, 16% of HMGB2 peaks, and 8% of HMGN1 peaks in the respective cell lines. Substantial portions of the colocalized sites (30% of HMGN3 peaks, 28% of HMGB2 peaks, and 31% of HMGN1 peaks) harbored G4-seq peaks, although overall frequency of triple intersections was low (Figure 7B). Statistical analysis confirmed significance of G4 contribution to the association between HMGN3 and CTCF [X^2^(1, N = 37690) = 5574.1, *p* < 0.01]. Switching from G4-seq to G4-ChIP-seq (BG4) peaks increased the frequency of triple intersections (HNGN3-G4-CTCF) in K562 cells. Those triple intersections accounted for 60% of BG4 peaks. We conclude that HMGN3 recruitment to G4 sites may partially contribute to subsequent CTCF positioning.

## 3. Discussion

We showed that CTCF binds folded G4s and consensus duplexes with comparable affinities (Figure 4). This is hardly surprising, because G4 recognition has been reported previously for other zinc-finger transcription factors with G-rich binding motifs, such as Sp1 [38,39] and MAZ [40]. The latter is functionally rather similar to CTCF, and the two work together as insulators to shape topologically associating domains (TAD) and sub-TAD domains. However, CTCF-G4 and MAZ-G4 complexes are unlikely to exist throughout the G0/G1 phase, except in the cases of persistent (e.g., ligand-stabilized) G4s. The majority of G4s are transient and observed upon replication [41]. Thus, we argue that direct contacts only partially account for CTCF recruitment to G4-prone sites. Histone marks and linker histone analogs that render linker DNA accessible to CTCF may be as important as sequence. We showed that three chromatin modulators (HMGN3, HMGB2, and HMGN1) recognize G4 structures in a topology-specific manner, and the recruitment of HMGN3 to G4 sites may contribute to subsequent CTCF positioning at those sites (Figure 7). As concerns CpG methylation, we argue that global G4-dependent DNMT1 inhibition in CGIs [4] is not crucial for CTCF positioning (Figure 5). However, we do not question the importance of local methylation due to its well-established effects on DNA affinity for zinc fingers [10] or stability of DNA secondary structures [4]. We conclude that a multistep mechanism involving G4-dependent modulation of nucleosome density, positioning, and internucleosome contacts [18,19] and DNA secondary structure-specific CTCF binding may be at play in the genome.

Our findings support G4 involvement in chromatin organization and partially explain G4 enrichment at TAD boundaries [6]. These findings also add to the growing body of links between G4s and the epigenetic machinery, highlighting the prospects of G4s as epigenetic drug targets and raising new concerns about possible side effects of G4-stabilizing small molecule therapeutics [2,42]. Moreover, evidence for G4-CTCF binding adds complexity to the current vision of enhancer-promoter interactions at G4-prone sites [6,43]. One example of such complexity is the MYC case. It is also of particular interest with respect to anticancer strategies based on 3D genome reorganization [44]. In several cancer cell lines, the CTCF binding site upstream of the MYC promoter accounts for long-distance interactions with cancer-specific downstream super-enhancers, which result in elevated MYC expression [45]. In the majority of cell lines, CTCF clustering at the promoter boundary represses MYC transcription, i.e., the CTCF-induced insulation ensures basal rather than elevated expression [46,47]. In K562 cells, we were unable to alter CTCF occupancy in the MYC promoter with G4 ligands, supposedly because G4s (and the cluster of CTCF-bound sites) were already present in the absence of the ligands (Figure 3). It is also possible that PDS failed to stabilize MYC G4, even though it stabilizes the homologous G4 structure Pu22 [22]. The G4-prone site in STAT3 gene that did not coincide with a high confidence BG4 peak and was the most responsive to ligand treatment (Figure 3). Thus, persistent G4s appear to be more challenging than transient ones in terms of fine-tuning with exogenous compounds. We hope that our results along with other emerging evidence for G4 interference with 3D genome organization [42] will stimulate studies of G4-targeting agents as epigenetic drug candidates.

## 4. Materials and Methods

### 4.1. Cell Culture Treatment with G4 Ligands and Chromatin Immunoprecipitation

K562 cells were cultured in RMPI-1640 medium (Paneco, Moscow, Russia) supplemented with 0.4% fetal bovine serum (HyClone GE Healthcare, Greater Milwaukee Area, WI, USA). Cell viability was quantified via trypan blue staining. The G4-stablizing ligands (PDS or PhenDC3) were added to the cell suspensions (1–1.25 mln/mL) to final concentrations of 10 or 20 μM (PDS) and 8 μM (Phen DC3). After 24 h (10 μM PDS) or 48 h (20 μM PDS or 8 μM PhenDC3) of incubation, cells were fixed, and chromatin immunoprecipitation (ChIP) was performed using SimpleChIP^®^ Plus Enzymatic Chromatin IP Kit with magnetic beads (Cell Signalling Technology, Danvers, MA, USA) following the manufacturer’s protocole. Briefly, crosslinking was performed via formaldehyde treatment and quenched with glycine. Cells were harvested and nuclei were prepared by incubation with the lysis buffer. Chromatin digestion was performed by treatment with micrococcal nuclease and stopped by EDTA treatment. Next, the lysate was sonicated to obtain DNA fragments of 200–500 bp. Per chromatin immunoprecipitation (ChIP) reaction, ∼5–10 μg of digested, cross-linked chromatin was incubated with 2–4 μg CTCF antibody pAb (Active Motif, Carlsbad, CA, USA) overnight at 4 °C. Normal Rabbit IgG (Cell Signaling Technology, Danvers, MA, USA) was used as a negative ChIP control. On the next day, Protein G Magnetic Beads (Cell Signaling Technology, Danvers, MA, USA) were added in each sample and incubated for 6 h at 4 °C. Immobilized complexes were washed two times for 10 min at 4 °C in low salt (1X ChIP buffer) and high salt (1× ChIP buffer supplemented with 350 mM NaCl) solutions. Samples were incubated with RNase A (Cell Signaling Technology, Danvers, MA, USA) in TE buffer (10 mM Tris-HCl, pH 8.0, 1 mM EDTA) for 30 min at room temperature. The DNA was eluted from the beads and decrosslinked by proteinase K digestion for 2 h at 65 °C. Next, the DNA was purified using DNA purification spin columns and analyzed by Illumina Next Generation sequencing or qRCR.

### 4.2. ChIP-Seq and Data Analysis

Paired-end libraries were prepared according to the manufacturer’s recommendations using NEBNext Ultra II DNA Library Prep Kit (New England Biolabs, Ipswich, MA, USA). The libraries were indexed with NEBNext Multiplex Oligos kit for Illumina (96 Index Primers, New England Biolabs, Ipswich, MA, USA). Size distribution for the libraries and their quality were assessed by Agilent Bioanalyzer using Agilent DNA High Sensitivity Chips (Agilent Technologies, Santa Clara, CA, USA). The libraries were subsequently quantified by Quant-iT DNA Assay Kit, High Sensitivity (Thermo Scientific, Waltham, MA, USA). DNA sequencing was performed on the HiSeq 2500 platform (Illumina, Madison, WI, USA) according to the manufacturer’s recommendations, using the following reagent kits: HiSeq Rapid PE Cluster Kit v2, HiSeq Rapid SBS Kit v2 (200 cycles), HiSeq Rapid PE FlowCell v2 and a 1% PhiX spike-in control. The experiment was repeated twice. Reads for each biological replicate were mapped to the human genome (version hg19) using Bowtie2 (version 2.2.3) with the ‘—very-sensitive’ preset [48]. Non-uniquely mapped reads, PCR duplicates and reads with MAPQ < 30 were filtered out with ‘samtools rmdup’ and ‘samtools view -h -F 256 -q 30’. Peaks were called using PePr (https://github.com/shawnzhangyx/PePr, accessed on 20 December 2020) with a *p*-value cutoff of 0.05 and a sliding window size of 100 bp [49]. The bigWig files were generated using deepTools, version 2.0 [50].

### 4.3. ChIP-qPCR

For qPCR analysis of the immunoprecipitated samples and inputs, primers intersecting or flanking the CTCF occupancy sites of interest (those intersecting BG4 peaks, G4-seq peaks, G4 motifs or none of the above) were designed using NCBI primer-BLAST and Eurofins Genomics primer design tools (Table S1). qPCR experiments were performed by QuantStudio5 (Thermofisher Scientific, Waltham, MA, USA) using 96-well white plates. In each experiment, immunoprecipitated samples, primers, and SYBR Green PCR Master Mix—a certified solution of a hot-start DNA polymerase, dNTPs, MgCl_2_, enhancers, and stabilizers (GenTerra, Russia)—were mixed to give a final volume of 25 μL. The thermocycler program was 95 °C for 5 min (1 cycle) followed by a 2-step reaction of 95 °C for 10 s and 60 °C (for primer pairs STAT3 and VEGFA) or 62 °C (for primer pairs MYC, USP24 and VPS4A) for 30 s (40 cycles). Amplification curves were analyzed using Thermofisher software and ΔΔCq values were calculated in Microsoft Excel to express the relative DNA amplification of the CTCF-occupied region in ligand-treated/non-treated samples to inputs:

ΔΔCq = 2^(−ΔCq_sample)/2^(−ΔCq_input);

ΔCq = Cq_region of interest—Cq_control region

The control region was a G4-lacking site USP24. All primers are specified in Table S1. All experiments were performed in two biological and two technical replicates.

### 4.4. Molecular Modeling

For G4 docking to CTCF, we used the available model of CTCF zinc fingers 4–10 [10] in complex with a DNA duplex (PDB ID: 5UND) and removed the duplex. The MYC-G4 model, referred to as ‘Pu27 truncated’ in a previous work (29) was obtained from the Pu24T model (PDB ID: 2N6C) as described previously [51]. A two-step docking procedure was carried out following a published protocol [52]. Briefly, the 1st step included ‘rigid’ docking using Hex 8.0.0. software [52] and post-processing MM minimization using OPLS force field. At step 2, complexes selected based on the scoring function during post-processing at step 1 were minimized using SYBYL software (Certara, Princeton, NJ, USA) and Powell method. Parameters for interatomic interactions and partial charges on the atoms were taken from Amber7ff02 force field.

### 4.5. Bioinformatics

G4 motif and i-motif mining was performed using the updated version of imGQFinder [37] and G4/iM-Grinder [53]. G4-seq and G4-ChIP-seq (BG4) data were downloaded from Gene Expression Omnibus. ChIP-seq data for CTCF and other proteins and ATAC-seq data for respective cell lines were downloaded from ENCODE or Gene Expression Omnibus. Data on CpG methylation were obtained from ENCODE. Intersections, evaluation of relative distances, and other manipulations with the sets of genomic intervals were performed using Bedtools [54]. Statistical significance of the intersections between G4 sites and protein-bound sites was verified by chi-squared tests, Fisher tests and permutation-based tests. Enriched motifs in the protein-bound peaks and individual matching sequences were identified using MEME [55] and FIMO [56] algorithms. Details on all bioinformatics analyses are given in Supplementary Text box S1.

### 4.6. Oligonucleotides, Recombinant Proteins, and Small-Molecule Ligands

Oligonucleotides (ODNs) were obtained from Litekh, Moscow, Russia (purity ≥ 95%, HPLC). Recombinant mouse CTCF with polyhistidine (His) tag was purchased from MyBioSource, San Diego, CA, USA. Recombinant human HMGB2 with His tag was purchased from Abcam, Cambridge, UK. Recombinant human HMGN1 and HMGN3 with His tags were purchased from LifeSpan BioSciences, Seattle, WA, USA. For microscale therophoresis (MST) assays, the proteins were labeled with the His-Tag Labeling Kit RED-tris-NTA (NanoTemper Technologies, Munich, Germany) according to the manufacturer’s protocol. G4 ligands pyridostatin (PDS) and bisquinolinium-derivatized phenanthroline-dicarboxamide (Phen DC3) were obtained from Sigma-Aldrich (St. Louis, MO, USA).

### 4.7. Circular Dichroism Spectroscopy and Electrophoresis

ODN solutions (40 μM) in 140 mM potassium phosphate buffer (pH 7.2 or 6.7) containing 10 mM NaCl were heated to 95 °C for five min and ice-cooled on ice (for G4s and i-motifs) or cooled slowly to room temperature (for duplexes) to facilitate correct folding. These annealed samples were used as stock solutions for microscale thermophoresis assays. For circular dichroism (CD) measurements and polyacrylamide gel electrophoresis (PAGE), the pre-annealed samples were diluted with the respective buffers to a final concentration of 1–5 μM. CD spectra were recorded at room temperature using a Chirascan spectrophotometer (Applied Photophysics, Leatherhead, UK) and a quartz cuvette with an optical path length of 10 mm. Nondenaturing polyacrylamide gel electrophoresis (PAGE) was performed in a standard Tris–borate–EDTA (TBE) buffer (pH 8) at a gel concentration of 20%. Low molecular weight marker 10–100-nt ssDNA (Affymetrix, Santa Clara, CA, USA) was used as a control. The gels were run for 2 h at 200 V at room temperature with a 1× TBE with 10 mM KCl buffer. Oligonucleotide bands were stained with SYBR Gold (Thermo Fisher Scientific, Waltham, MA, USA) and visualized using a Gel Doc scanner (Bio-Rad, Hercules, CA, USA).

### 4.8. Microscale Thermophoresis

Labeled proteins were mixed with two-fold serial dilutions of unlabeled ODNs to a final protein concentration of 50 nM and varying ODN concentrations (from 20 µM to 0.61 nM). The mixtures were stored at room temperature for 15 min prior to MST measurements. MST curves were registered using Monolith NT.115, equipped with a RED/GREEN detector, and standard capillaries (NanoTemper, Munich, Germany) at 22 °C with MST monitoring by fluorescence of the labeled protein. The dependence of its normalized fluorescence on the concentration of the unlabeled oligonucleotide was analyzed using MO.Affinity Analysis software (NanoTemper, Munich, Germany). To obtain dissociation constant values, experimental data were fitted to the Kd model.

## Figures and Tables

**Figure 1:**
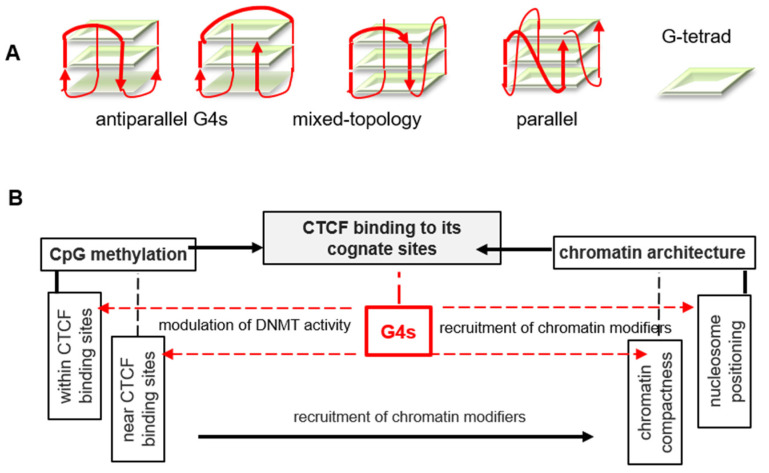
G-quadruplex (G4) structures and their presumed role in CTCF positioning. (**A**) Schematic representation of G4s. (**B**) Summary of the major factors that affects CTCF binding to genomic DNA. Dashed red lines indicate presumed links that are verified in this study.

**Figure 2:**
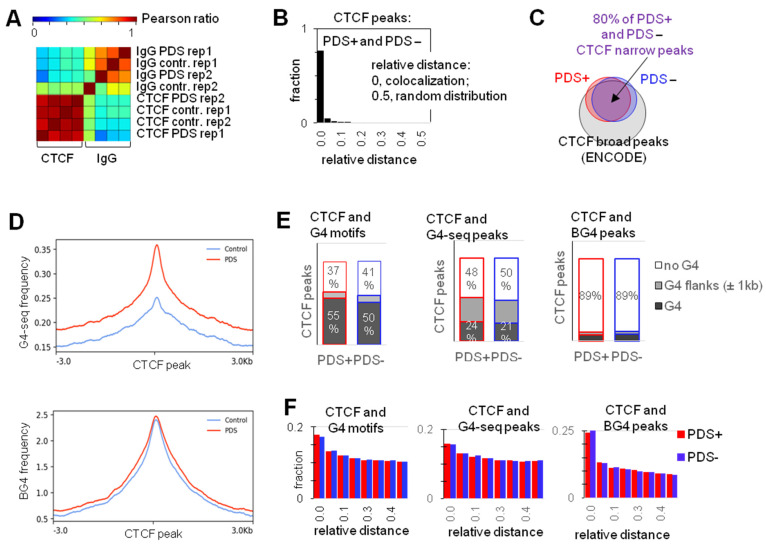
CTCF positioning relative to G4 sites in pyridostatin (PDS)-treated and non-treated cells. (**A**) Summary of the CTCF ChIP-seq data: Pearson correlation between ChIP-seq data sets obtained for PDS-treated (PDS+) and non-treated (PDS−) K562 cells (two biological repeats). (**B**) Relative distance between PDS+ and PDS- CTCF ChIP-seq peaks. (**C**) Venn diagram summarizing the overlap between PDS+/− CTCF peaks and the previously reported CTCF ChIP-seq peaks. (**D**) Metaplots illustrating G4-seq and BG4 peak distribution relative to PDS+ or PDS-(control) CTCF peaks. (**E**) Summary of CTCF peak intersections with G4 sites. (**F**) Relative distances between CTCF peaks and G4 sites.

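G4 motifs as defined here gave lower shares of overlapping peaks than Fig. 2E, so its difference was not measured again. The share of peaks with an overlapping motif was 1.14 percentage points higher in the PDS list than in the control list. The 95% interval was 0.82 to 1.45, from resampling 5 Mb blocks of the genome. This interval describes the 2 lists, which were each called once, and not the spread between biological replicates. With a window of 200 bp at each peak centre, the difference was 0.44 points (0.14 to 0.76), and with 1000 bp it was 1.32 points (0.86 to 1.76). These windows give all peaks the same width, while their centres still follow the called boundaries. With loops of up to 12 nt it was 2.36 points (1.92 to 2.81), and among the 50% of peaks with the smallest p-values in each list 3.83 points (3.34 to 4.30).

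**Figure D2:**
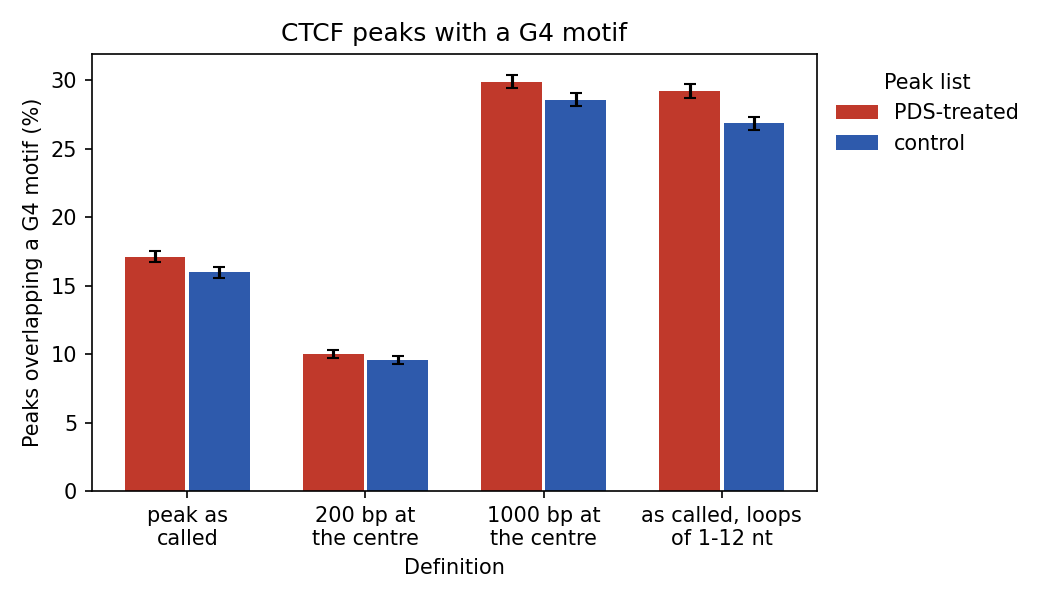
Share of CTCF peaks that overlap a G4 motif (y axis, percent) in PDS-treated cells (red) and control cells (blue) for 4 definitions (x axis), namely the peak as called, windows of 200 bp and 1000 bp at the peak centre, and the peak as called with loops of 1 to 12 nt. Bars give the share and error bars its Wilson 95% confidence interval. The share is higher in the PDS list under each of the 4 definitions, by 0.44 to 2.36 percentage points.

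Peaks found in 1 list only had a G4 motif less often than shared peaks. A motif was present in 414 of 7031 PDS-only peaks (5.89%) and in 388 of 7274 control-only peaks (5.33%), an odds ratio of 1.11 (two-sided Fisher's exact test of the 2 lists, p = 0.156). Among shared peaks, it was present in 5223 of 25885 in the PDS list (20.2%) and in 4903 of 25819 in the control list (19.0%). Shared peaks were wider, with a median of 400 bp against 100 bp for PDS-only peaks and of 420 bp against 180 bp for control-only peaks. In windows of 200 bp, the gap was smaller, with a motif in 7.00% of PDS-only against 10.8% of shared peaks, and in 5.55% of control-only against 10.7% of shared peaks. The odds ratio of PDS-only over control-only peaks rose to 1.28 (Fisher's exact test, p = 0.000376) in windows of 200 bp and to 3.18 (Fisher's exact test, p = 6.62e-43) when only the 50% of peaks with the smallest p-values in each list were compared, where a peak whose counterpart lay among the other 50% counted as found in 1 list. In the 24633 one-to-one peaks, a motif lay in both peaks in 4265 cases, in the PDS peak alone in 650 and in the control peak alone in 359. The surroundings of the peaks differed in GC content between the lists, and within 20 strata of the GC content from 500 to 2000 bp on either side, the odds ratio of the PDS list over the control list in 200 bp windows was 0.97 (95% interval 0.93 to 1.00), against 1.05 (1.01 to 1.09) without strata. Within strata of the GC content of the 200 bp windows themselves, it was 1.06 (1.02 to 1.10). For PDS-only over control-only peaks, the odds ratio of 1.28 in these windows became 0.72 (0.63 to 0.85) within strata of the surroundings. Within strata of the windows themselves it became 1.05 (0.89 to 1.22). The motif overlaps these same windows, so their strata adjust in part for the motif itself. The odds ratio of 3.18 was not examined within strata.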

**Figure 3:**
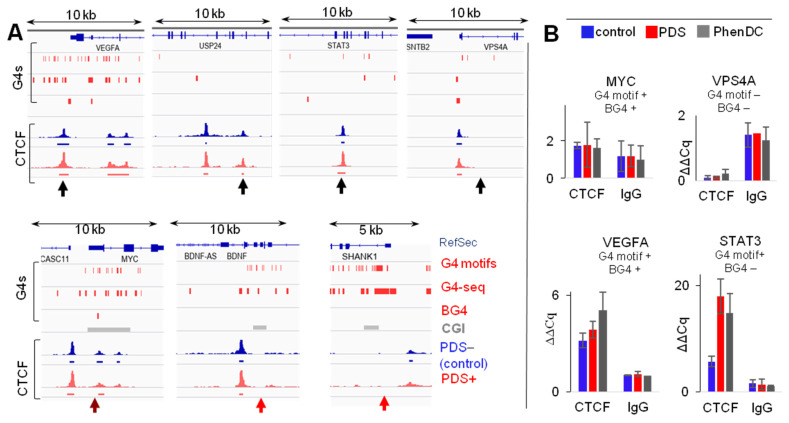
CTCF occupancy at G4 sites in PDS-treated and non-treated cells. (**A**) Genome browser snapshots for VEGFA, USP24, STAT3, VPS4A, MYC, BDNF and SHANK promoter regions/gene bodies harboring G4 motifs, G4-seq peaks, G4 ChIP-seq (BG4) peaks and/or CTCF-bound sites in pyridostatin (PDS)-treated and non-treated K562 cells. Black arrows mark sites analyzed in ChIP-qPCR assays. The CTCF-positive G4-negative site in USP24 was used as a reference, and the CTCF-negative G4-negative site in VPS4A was used as a negative control. Red arrows mark sites predicted to form stable G4s and i-motifs that were used in the binding assays. (**B**) ChIP-qPCR results. The histograms illustrate normalized CTCF occupancy at G4-prone (MYC, VEGFA, and STAT3) and non-G4 (VPS4A) sites relative to the control site (USP24) in non-treated (blue) K562 cells and those treated with PDS (red) or PhenDC3 (grey).

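Each list held 23 CTCF peaks in or within 5 kb of the genes of Fig. 3A. Positions are given in hg19, and ranks are by the authors' fold enrichment among the 32917 peaks of PDS-treated cells or the 33094 peaks of control cells. VEGFA lies on chromosome 6 from 43737921 to 43754224. Upstream of it, a peak with 1 G4 motif ran from 43736801 to 43737800 in PDS-treated cells (rank 6593) and from 43736821 to 43737840 in control cells (rank 4126). Within VEGFA, the PDS list had 1 peak of 1950 bp from 43741051 to 43743000 with 3 motifs, where the control list had 2 peaks, from 43741021 to 43741680 and from 43742041 to 43742880. In an intron of STAT3, on chromosome 17, a peak of 850 bp started at 40474501 in PDS-treated cells (rank 134), and a peak of 720 bp started at the same position in control cells (rank 634). Neither of these STAT3 peaks had a G4 motif with loops of 1 to 7 nt inside it or within 1 kb. In MYC, on chromosome 8, the peak upstream of the gene from 128745951 to 128746550 ranked 216 in the PDS list, and its control counterpart ranked 42. Both lists also had 2 peaks over MYC exons, of which the first, centred 921 bp (PDS) and 861 bp (control) after the gene start, held 1 motif, and the second held 1 in the control list and none in the PDS list.
USP24, on chromosome 1, had 3 peaks in PDS-treated cells and 4 in control cells, all intronic and without an overlapping motif. At VPS4A, on chromosome 16, a peak with 2 motifs covered the gene start at 69345253, from 69345001 to 69345450 in the PDS list (rank 7111) and to 69345480 in the control list (rank 125). In a BDNF intron on chromosome 11, a peak with 2 motifs started at 27720501 in PDS-treated cells (rank 19037) and at 27720481 in control cells (rank 3313). Upstream of SHANK1, on chromosome 19, a peak from 51224281 to 51224520 in control cells (rank 25490) overlapped one from 51224351 to 51224550 in PDS-treated cells (rank 31880). In the PDS list, 3 peaks of 100 bp had no counterpart in control cells, upstream of VEGFA (43735851 to 43735950), in a VPS4A intron (69345851 to 69345950) and in a SHANK1 intron (51209501 to 51209600), the last with 1 motif. In the control list, 2 peaks of 120 bp had no counterpart, in introns of USP24 (55675201 to 55675320) and BDNF (27727621 to 27727740), both without a motif. Counting only peaks that overlap a gene itself, 15 peaks of the PDS list and 16 of the control list remained. Ranks have no replicate error, since each list was called once on both replicates. They also depend on the value that orders the peaks. Percentile points run the other way from the ranks above, so that a negative shift is towards weaker peaks in the PDS list. Across one-to-one shared peaks, those with a G4 motif shifted by -14.6 percentile points by fold and by 4.59 by p-value, relative to peaks without one. No direction of change at a gene therefore follows from the ranks by fold. The sites amplified by ChIP-qPCR were not located here.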

**Figure 4:**
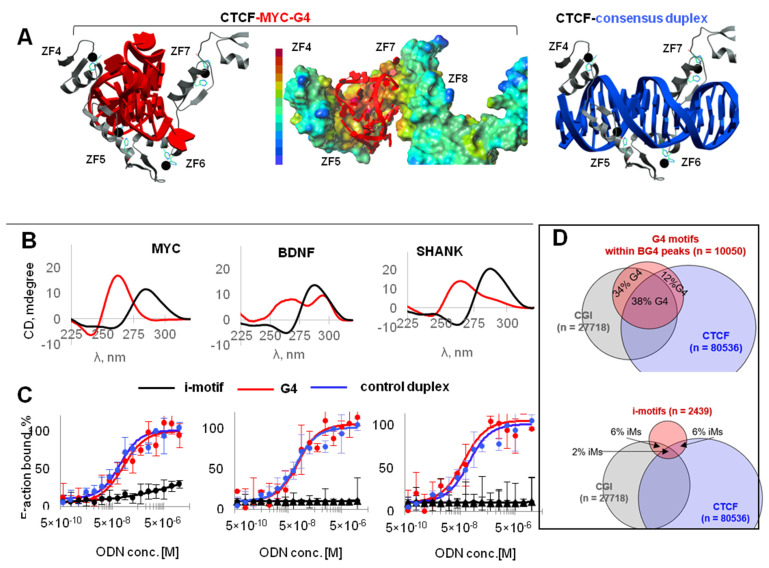
Analysis of CTCF-G4 interactions. (**A**) In silico verification of G4-CTCF binding. The best binding energy conformation of the complex obtained by docking MYC-G4 (red) to CTCF is shown. The complex with the consensus duplex (blue) is shown for comparison. In the middle panel, the surface of MYC-G4-bound CTCF is colored according to the electrostatic potential: from negative (blue) to positive (red). (**B**) Circular dichroism spectra of the 2 µM G4 (red) and iM (black) solutions in 140 mM potassium-phosphate buffer, pH 6.7, supplemented with 10 mM NaCl, obtained at 22 °C. (**C**) Microscale thermophoresis (MST)-based analysis of CTCF interactions the G4s (red), respective i-motifs (black) and the control duplexes (blue). (**D**) Comparison of G4 motif and i-motif intersections with CTCF-bound sites in K562 cells.

**Figure 5:**
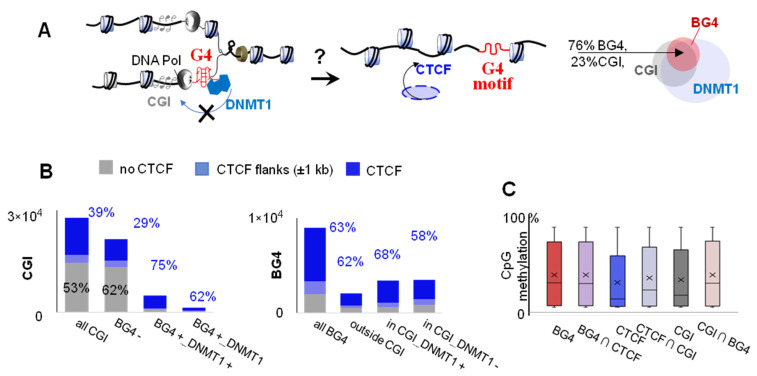
Verification of G4 contribution to the link between CpG islands (CGIs) and CTCF recruitment. (**A**) Hypothetical schemes summarizing the link between G4s, CTCF and CGI methylation: G4s are enriched in CGIs and supposedly protect CGIs from methylation by inhibiting DNMT1, which is favorable for CTCF binding. (**B**) Intersections of CTCF peaks with various subsets of CGIs and BG4 peaks. (**C**) Analysis of average CpG methylation levels in CpG-containing BG4 peaks, CTCF peaks, CGIs and their intersections in K562 cells.

**Figure 6:**
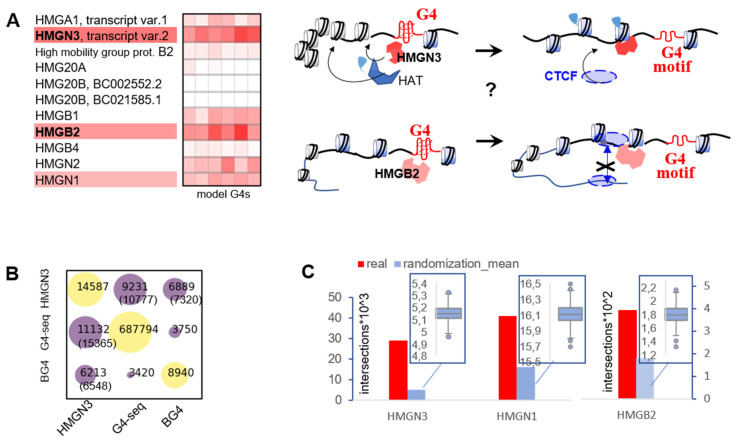
Search for G4-binding chromatin modulators that may affects CTCF positioning. (**A**) A heatmap summarizing G4 binding affinity (while, low; red, high) of HMG proteins in previous assays and hypothetical schemes summarizing the link between G4s, HMG and CTCF: the presumed recruitment of HMGN1 and HMGN3 to G4-prone sites induces chromatin decondensation by the disruption of internucleosome contacts and activation of histone acetyltransferase (HAT). Recruitment of HMGB2 prevents CTCF aggregation. (**B**) Intersection table for HMGN3 ChIP-seq, G4-seq and G4 ChIP-seq (BG4) peaks in K562 cells. The values equal to the number of intersections. Data in parentheses represent the number of G4-seq/BG4 peaks intersecting HMGN3 peaks with flanks (±200 bp). (**C**) Whole-genome analysis of the intersections between G4-seq peaks and HMG protein-bound sites and significance of the G4-HMG correlations (Monte-Carlo simulation results). Red boxes indicate the true number of G4-seq-overlapping HMG protein peaks. The boxplots refer to the randomized peaks.

**Figure 7:**
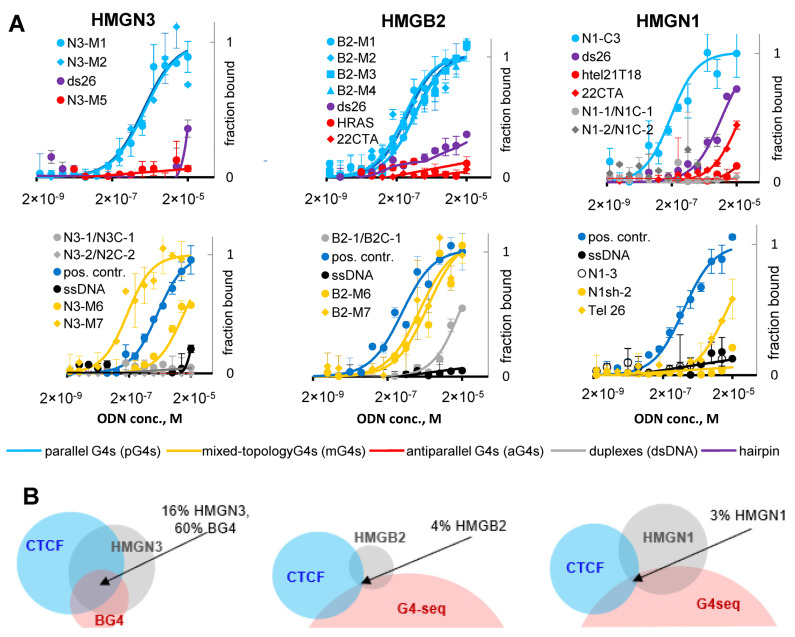
G4-HMG protein interactions and their possible contributions to CTCF positioning. (**A**) Microscale thermophoresis (MST)-based analysis of HMG proteins interactions with representative sequences that comply with enriched motifs (G4s and duplexes), the control hairpin and single-stranded oligonucleotides. Conditions: 50 nM labeled protein, 0–20 µM oligonucleotide, 140 mM potassium-phosphate buffer, pH 7.2 (6.7 for the i-motif N1-3). (**B**) Venn diagrams illustrating the overlaps between G4-ChIP-seq (BG4) peaks, HMGN3-bound sites, and CTCF-bound sites in K562 (left); G4-seq peaks, HMGB2-bound sites, and CTCF-bound sites in IMR-90; and G4-seq peaks, HMGN1-bound sites, and CTCF-bound sites in CD4+ T-cells.

**Table 1:** Summary of HMG protein interactions with G4s and control oligonucleotides.

ODN	Kd, µM (HMGN3)	Kd, µM (HMGB2)	Kd, µM (HMGN1)
pG4s	1.5 ± 0.6	0.6 ± 0.3	0.2 ± 0.1 (N1–C3); 1.6 ± 0.3 (pos. contr.)
aG4s	>>20	>>20	≥20
mG4s	≥10 (M6); 0.15 ± 0.06 (M7)	4 ± 2 (M6); 1.6 ± 0.6 (M7)	≥10 (Tel 26); >20 (N1sh-2)
hairpin	≥20	≥20	≥10
dsDNA	>>20	>>20	>>20
ssDNA	>>20	>>20	>>20

## Data Availability

CTCF ChIP-seq data for PDS-treated and non-treated K562 cells have been deposited with Gene Expression Omnibus under accession number GSE173074. The updated version of ImGQFinder is an open source collaborative initiative available in the GitHub repository (https://github.com/RCPCM-GCB/ImGQFinder, accessed on 15 November 2020).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22137090/s1, Text box S1: Experimental details (bioinformatics), Table S1: ChIP-qPCR details (primers), Table S2: ODNs tested for CTCF binding, Figure S1: CTCF complex with MYC-G4 (detailed docking results), Figure S2: Relative distribution of G4-seq and HMG-protein peaks (whole-genome analysis), Table S3: HMG-protein and ATAC-seq datasets for the analyses of G4-seq and HMG-protein distributions in open chromatin, Table S4: HMG-protein and G4-seq peaks in open chromatin (Fisher test summary), Figure S3: HMG-protein and G4-seq peaks in open chromatin (Monte-Carlo simulations), Figure S4: Sequence logos of the motifs discovered in HMG protein-bound sites, Figure S5: Detailed analysis of enriched motifs in HMGB2-bound sites, Table S5: Sequences and secondary structures of HMGN3 motif-matching ODNs, Figure S6: Secondary structures of HMGN3 motif-matching ODNs: verification by optical and electrophoretic methods, Table S6: Sequences and secondary structures of HMGB2 motif-matching ODNs, Figure S7: Secondary structures of HMGB3 motif-matching ODNs: verification by optical and electrophoretic methods, Table S7: Sequences and secondary structures of HMGN1 motif-matching ODNs, Figure S8: Secondary structures of HMGN1 motif-matching ODNs: verification by optical and electrophoretic methods, Archive S1: Source data for methylation level analysis, Archive S2: Source data for open chromatin analysis.

How the deposited data were processed for this re-analysis (not part of the article)

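CTCF ChIP-seq of K562 cells comprised 7 samples, namely 2 CTCF and 1 IgG sample of control cells and 2 CTCF and 2 IgG samples of cells treated with 10 μM PDS for 24 h. The authors aligned the reads to hg19, filtered them and called peaks with PePr jointly on both replicates of a condition, which gave 2 peak lists. The score of each peak was deposited as the authors computed it and was not used. The fold enrichment of each peak over IgG was computed by the authors, without a further normalization here, and was used to describe and rank peaks within a list and to correlate folds and compare ranks across shared peaks. Peaks were paired by position alone. The p-value of each peak was computed by the authors with PePr before deposition, and it ordered the peaks where the 50% with the smallest p-values were taken. No read counts, replicate values or sequencing depths are in the lists, so no test between replicates, no SD and no depth per sample can be given. The Wilson 95% confidence intervals of shares cover counting error only.

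Peaks were compared by position with Bedtools 2.31.1 (intersection, relative distance and Fisher test), after the build named in the methods, hg19, was matched to the GRCh37 sequence. No peak extended past the end of its chromosome. In each list 24 peaks lay on sequences other than the chromosomes and 1 peak lay on a sequence that the reference does not hold. That peak was left out of the motif analysis. Peaks of the lists were shared when they overlapped by at least 1 bp. Unless 10 placements are named, expected values came from 100 placements of intervals of the same widths within their chromosomes, with a fixed seed. G4 motifs were 4 runs of at least 3 G with loops of 1 to 7 nt on either strand. Differences between lists were given intervals by resampling 5 Mb blocks of the genome 1000 times. PDS-only and control-only peaks were compared by a two-sided Fisher's exact test with a threshold of 0.05. GC content was measured in the 200 bp at the peak centre and, for the surroundings, from 500 to 2000 bp on either side, and odds ratios were combined over 20 strata by the Mantel-Haenszel method. The central 200 bp are also where the motif was sought, so their GC content is not independent of the motif. The CTCF consensus of the paper's introduction was searched on both strands in the same 200 bp. Its expected share came from 10 placements, as did the expected share of peaks within 1 kb of a shared peak. The relation of peak numbers to GC content over chromosomes was tested by 100000 permutations.

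The genes named are those the paper names at these loci and the strongest PDS-only and control-only peaks by fold, 2 of each, a rule set with the main settings and alternatives before the data were examined. The GC strata, the consensus search, the rank comparison and the permutation test over chromosomes were added later. The alternatives covered the overlap, the merging, stringency and number of peaks, the window and the motif.

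Motif search, overlap and stratified odds ratios were tested on simulated data. All 200 planted motifs and 7000 planted shared intervals were found. A first version of the stratified test used a single simulated draw, whose interval missed the planted odds ratio, and it was replaced by 20 draws. Their median stratified odds ratio was 1.02 for a planted value of 1 and 1.51 for a planted 1.5, with the planted value inside 18 and 19 of the 20 intervals, respectively. The simulated GC content did not include bases of the motif, so these draws do not test the strata of central GC content in that respect. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pyfaidx 0.9.0.4 and matplotlib 3.10.9, and samtools 1.23.1. The G4-seq, BG4 and earlier CTCF peaks, the ChIP-qPCR assays and the other experiments of the paper were not analysed here.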

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

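The tests on the calling threshold, on the CTCF consensus and on neighbouring peaks were worded, or given their decision limit, only after values had been seen.

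Peaks found in 1 list only, with no peak of either list within 1 kb, are not described in the paper, and they carried the CTCF consensus above random placement. It was present in 148 of 2515 such PDS-only peaks (5.88%, Wilson 95% confidence interval 5.03 to 6.87%) and in 649 of 5344 such control-only peaks (12.1%, interval 11.3 to 13.0%). Random placement of the same windows gave 0.147% and 0.155% on average, and 0.239% and 0.243% at most over 10 placements. Among shared peaks the share was 11.8% in the PDS list and 14.3% in the control list.

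Background enrichment without a CTCF site is argued against as the whole source of either set: the consensus was present in 2.38% of all PDS-only peaks and in 10.3% of all control-only peaks, against at most 0.242% and 0.261% after random placement. It remains open for part of the PDS-only peaks, since those next to a shared peak of the same list had it in 0.249% (interval 0.131 to 0.472%). A position near the calling threshold may account for peaks of both sets, as 98.9% of PDS-only and 88.5% of control-only peaks lay in the weaker 50% of their list by p-value. Some PDS-only peaks could be parts of a shared peak that were called separately. They lay within 1 kb of a shared peak of the same list in 51.5% of cases, which leaves nearly as many elsewhere. Random placement gave 2.87% on average over 10 placements. For control-only peaks this was 13.6%, so that most of them need another explanation. PDS-only peaks had a median width of 100 bp and control-only peaks of 180 bp, close to the narrowest width of each list. The lists differ in position step, in IgG samples and in treatment at the same time, and an effect of PDS on CTCF binding stays open and was not tested apart from these.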

How the results depend on the processing

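Of 103 values under alternatives, 53 stayed within the interval or on the side of the threshold of the reported value, 46 moved, 4 passed the threshold that the reported value did not, and none reversed. The difference in G4 motif share between the PDS and the control list stayed above 0 in each of its 9 alternatives, from 0.44 to 5.70 percentage points. Where no construction is named below, the cause was not tested.

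With the 50% of peaks with the smallest p-values in each list, the shared share was 83.5% (PDS) and 82.9% (control), relative distances were below 0.02 in 77.4% and below 0.05 in 83.2%, and Spearman's rho of the folds was 0.33. The median width was 550 bp (PDS) and 540 bp (control), and the covered length was 1.08 times that of control cells in the PDS list. A G4 motif overlapped 27.4% of PDS and 23.6% of control peaks and flanked 28.4% of PDS peaks. The odds ratio of PDS-only over control-only peaks was 3.18 (Fisher's exact test, p = 6.62e-43), and the ratio of peak numbers on chromosome 4 was 1.02.

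With peaks within 200 bp merged, 79.9% of PDS peaks were shared, 73.9% of relative distances were below 0.02 and 17.6% of PDS peaks had a motif. The shared share was 65.6% (PDS) and 65.2% (control) with an overlap of 50% of both peaks, 59.9% and 59.6% with centres at most 100 bp apart, and 91.5% and 83.1% with a gap of at most 1 kb. Pearson's r on log2 folds was 0.44. At one-to-one shared peaks the median width was 400 bp (PDS) and 420 bp (control) and the ratio of covered lengths 1.05.

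In windows of 200 bp, 10.0% of PDS and 9.58% of control peaks had a motif, and 35.0% and 32.5% were flanked by one. In windows of 1000 bp these were 29.9% and 28.6%, and 21.7% and 19.6%. With loops of 1 to 12 nt they were 29.2% and 26.9%, and 35.0% and 33.0%. With runs of 2 or more G they were 82.7% and 77.0%, and 17.0% and 22.2%. With the whole motif inside the peak they were 16.0% and 14.9%, and 30.8% and 29.0%. By construction, wider windows and looser motifs give more overlaps.

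The odds ratio of PDS-only over control-only peaks passed the threshold in 3 further alternatives, at 1.28 in windows of 200 bp (Fisher's exact test, p = 0.000376), 1.46 with loops of 1 to 12 nt (Fisher's exact test, p = 1.49e-12) and 1.42 for peaks with no peak of the other list within 1 kb (Fisher's exact test, p = 0.000276). Over all its alternatives p ranged from 6.62e-43 to 0.180. Counting only peaks that overlap a gene of Fig. 3A left 15 of 23 in the PDS list, counted as moved. It left 16 of 23 in the control list, counted as unchanged, and no interval is given for these counts.

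No paired analysis was possible because each condition has 1 list, called jointly on both replicates. For the same reason leaving out a replicate gives no value. Unknown depth limits the condition-only peaks, since a peak missing from 1 list is one that was not called there, which does not show that it is absent.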

Differences from the paper's values

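No test reported in this part was chosen after a result was seen. The paper's share of CTCF peaks that overlap a G4 motif is about 55% for PDS-treated and about 50% for control cells in Fig. 2E, read by eye, against 17.1% and 16.0% here. The paper mined motifs with imGQFinder and G4/iM-Grinder, and its main text does not give their settings. The motif definitions may therefore differ, and these shares need not measure the same thing. None of the alternatives set before the data were examined closed the gap: they gave 10.0 to 29.9% (PDS) and 9.58 to 28.6% (control), apart from runs of 2 or more G, which gave 82.7% and 77.0%. For peaks with no motif within 1 kb, the paper's shares are about 37% (PDS) and about 41% (control) in Fig. 2E, read by eye. The shares here were 53.2% and 56.1%. Of the alternatives, loops of 1 to 12 nt came nearest, with 35.8% and 40.1%, and runs of 2 or more G gave 0.267% and 0.792%.

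Fig. 3A draws a G4 motif at the CTCF peak in the STAT3 intron. No motif with loops of 1 to 7 nt or of 1 to 12 nt lay in that peak in either list, whereas runs of 2 or more G gave 6 motifs in the PDS peak and 5 in the control peak. Upstream of SHANK1, Fig. 3A draws a peak for control cells alone, while the PDS list holds an overlapping peak of 200 bp from 51224351 to 51224550 on chromosome 19.

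The methods state a p-value cutoff of 0.05 and a sliding window of 100 bp for peak calling. The largest p-value was 1.00e-05 in both lists. Positions were multiples of 50 bp in the PDS list, whose narrowest peak of 100 bp equals the stated window. In the control list they were multiples of 60 bp, and the narrowest peak was 120 bp.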

Other observations

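The tests on windows of 1 size, on regional GC content, on gain at G4 motifs, on the relation of chromosome ratios to GC content and on the shift in rank were worded or chosen only after values had been seen, and the criterion for gain was replaced once after a first comparison.

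The PDS list had the larger share of peaks with a G4 motif. Peak width is argued against as the whole cause, since in windows of 200 bp the difference was still 0.44 percentage points (95% interval 0.14 to 0.76). The centres of these windows still follow the called boundaries, so boundaries are not excluded. Among one-to-one shared peaks, a motif lay in the PDS peak alone in 650 cases and in the control peak alone in 359. Differing boundaries at the same sites thus supplied part of the difference. A higher GC content around the peaks may account for the larger share: within strata of flanking GC content the odds ratio of the PDS over the control list was 0.97 (0.93 to 1.00). The GC content of the 200 bp at the peak centre did not, as the odds ratio within its strata was 1.06 (1.02 to 1.10). For all peaks the 2 corrections lead to different readings, and neither separates a technical GC bias from an effect of PDS in GC-rich regions.

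Whether CTCF peaks were gained at G4 motifs on PDS treatment cannot be told apart from a change in GC content. The odds ratio of PDS-only over control-only peaks in 200 bp windows was 1.28 without strata, 0.72 (0.63 to 0.85) within strata of flanking GC content and 1.05 (0.89 to 1.22) within strata of central GC content. Among isolated peaks it was 1.60 (1.34 to 1.95) without strata, and 0.85 (0.70 to 1.02) and 1.01 (0.81 to 1.26) within these strata, respectively. Neither correction left an excess in PDS-only peaks, while the interval within strata of central GC content does not exclude a small one. The strata of central GC content also adjust in part for the motif itself, which overlaps the same 200 bp. PDS-only peaks had a motif less often than shared peaks of the same list, in 7.00% against 10.8%.

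The ratio of PDS to control peak numbers ran from 0.83 on chromosome 4 (827 against 992 peaks) to 1.10 on chromosome 19 (1855 against 1693). It rose with the GC content of the chromosome (Spearman's rho 0.90 over 23 chromosomes, permutation test, p = 2e-05, the smallest these permutations can give). Among the 50% of peaks with the smallest p-values, rho was 0.58 (permutation test, p = 0.00466). GC content of the surroundings may underlie this, since PDS-only peaks had the higher median flanking GC content than control-only peaks in 23 of 23 chromosomes. The same held for isolated peaks in 22 of 23 chromosomes. Copy number of whole chromosomes was not measured here, and these comparisons within chromosomes do not bear on it, so it stays open.

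Median flanking GC content was 47.8% at PDS-only and 41.7% at control-only peaks, and 47.2% and 47.3% at shared peaks. Side peaks next to GC-rich shared peaks did not account for this, as the mean difference among isolated peaks was 5.06 percentage points (4.70 to 5.43). Different conditions of library preparation, sequencing or peak calling and an effect of PDS stay open, as the lists differ in all of these or do not tell.

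Of 24616 one-to-one shared peaks on the chromosomes, 3221 had a G4 motif in the 200 bp at the peak centre. These 3221 shifted in rank from the control to the PDS list, and the direction depended on the authors' value that ranked them. By fold the shift relative to peaks without a motif was -14.6 percentile points, and by p-value it was 4.59. A negative shift is towards weaker peaks in the PDS list, and a positive shift towards stronger ones. By fold it was -11.1 within strata of flanking GC content and -1.98 within strata of central GC content. By p-value it was 2.67 and 0.85. The shift was smallest within strata of central GC content. The motif itself overlaps these 200 bp, so this correction adjusts in part for the motif. It therefore cannot tell central GC content from the motif as the source of the shift. Neither correction brought the shift to 0, and no direction of change in CTCF occupancy at G4 motifs follows from these ranks.

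The strongest PDS-only peak by fold ran from 17766201 to 17766400 on chromosome 1, with its centre 128 bp from RCC2. It held 2 G4 motifs and had rank 2 of its list. The next, from 43362251 to 43362350 on chromosome 10, ranked 108 and had no motif. The strongest control-only peaks lay in a GUSBP1 intron on chromosome 5, from 21459481 to 21459600 (rank 85), and in an ALG1L9P exon on chromosome 11, from 71511541 to 71511660 (rank 185), both without a motif. No peak of either list lay within 5 kb of TERT on chromosome 5, from 1253262 to 1295183. No biological explanation was tested for these peaks.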
